A study of Mus musculus with 14 samples.

How the data were processed

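The series holds bulk 3' end RNA sequencing of sorted mouse cells. Natural killer (NK) cells came from spleens of healthy BALB/c females, from spleens of females that carried a tumour of the 4T1 line in the mammary fat pad, and from those tumours. 4T1 is a mouse mammary carcinoma line used as a model of triple-negative breast cancer, and the cells injected here carried green fluorescent protein. A further set of libraries came from sCAFs, a subset of cancer-associated fibroblasts of the same kind of tumour. Per the labels' protocols, tumours were minced and digested with collagenase A and DNase at 37 °C, whereas spleens were only crushed and freed of red blood cells on ice. NK cells were enriched with a magnetic kit and sorted by flow cytometry as GFP, EPCAM, CD3, CD31 and CD14 negative and CD45 and NKp46 positive. The sCAFs were enriched magnetically and sorted as negative for EPCAM, GFP, CD45, CD31 and PDPN. Libraries were made from polyA RNA by a method of the Amit laboratory, per the labels.

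The deposited values are raw counts per gene symbol in 2 tables, 1 for the 11 NK libraries and 1 for the 3 sCAF libraries. The labels do not state the aligner, the counting tool, the genome build, the annotation or whether molecular identifiers were used, so no coordinates are given and the counts cannot be read as numbers of molecules. All values in both tables were whole numbers. The NK table listed 10210 genes, of which 10023 had a symbol in the GENCODE M21 mouse annotation, and the sCAF table listed 12235 genes, of which 12064 did. The tables shared 9215 genes, and neither listed a mitochondrial gene. In the NK table every listed gene reached at least 6 counts in some library, so low genes had been removed before deposit, and a gene missing from the table has no value. Among the sCAF genes 592 had 0 counts in all 3 libraries. The totals are therefore sums over listed genes, not sequencing depths. In each table's header line a run of spaces stood in place of a tab between a pair of column names, and the values below were assigned by position. In the NK table the pair was tumour replicates 3 and 4.

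Total counts ran from 559688 to 1966963 over the NK libraries and from 1318067 to 2230475 over the sCAF libraries. The limit that a count of 0 allows, taken as 3 counts, lay between 1.53 and 5.36 CPM (counts scaled to a common library total) in the NK libraries and between 1.35 and 2.28 CPM in the sCAF libraries. For a share of counts given for a single library, the exact Clopper-Pearson interval at 95% is given. These limits and intervals cover counting error only.

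Genes were compared in edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr on the groups, which left 8471 of the NK table's genes. Libraries were scaled by TMM, with factors from 0.9096 to 1.168, and 1 quasi-likelihood model with robust estimation was fitted to all 11 NK libraries with the group as the only term. Its 3 contrasts are tumour NK minus tumour-bearing spleen NK, tumour NK minus healthy spleen NK, and tumour-bearing minus healthy spleen NK. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in that contrast. Fold changes are log2 values as edgeR fits them, and levels of genes named in the NK contrasts are CPM on TMM effective library sizes. In each contrast the genes named first are the 5 with the largest positive and the 5 with the largest negative log2 fold change among called genes whose libraries do not overlap in CPM between the groups and whose lower group has a mean of at least 3 counts per library. Predicted genes with Gm or Rik names and pseudogene-like names were left out. Genes of the panels described next could be named as well.

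In all, 10 panels of genes of NK cell function were written from general knowledge, on cytotoxic effectors, activating receptors, inhibitory receptors, homing and egress, tissue residency with response to TGF-beta, maturation factors, proliferation, interferon response, hypoxia with glycolysis, and immediate early genes with heat shock genes. Each was tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01 in each contrast, with Benjamini-Hochberg adjustment over the 30 tests. Single panel genes were counted at an adjusted p over all genes and also adjusted over the list alone. The panel name residency describes the genes on it, not a property of the cells. Shares of counts on 10 lists of marker genes (macrophages and monocytes, neutrophils, carcinoma or epithelial cells, fibroblasts, endothelial cells, B cells, T cells, dendritic cells, erythroid cells and NK cells) were computed on library totals. They were compared between tumour NK and tumour-bearing spleen NK by an exact two-sided permutation test of the difference of means, with Benjamini-Hochberg adjustment over the 7 lists tested. The 3 lists with a single gene in the NK table were not tested. The sCAF libraries have no group to be compared with. Their CPM on raw totals are given as means and SDs, and a gene of 5 further lists (chemokines, ligands of NK receptors, adhesion molecules, secreted regulators and fibroblast markers) counted as detected at 10 CPM or more in all 3.

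Since both tumour contrasts share the tumour libraries, the overlap of their calls was set beside 20 simulations with no changed genes. Each contrast was also refitted for every other split of its libraries into groups of the same sizes. The contrasts, tests, panels, lists, rule for naming genes and most alternatives were chosen before the data were examined. Those alternatives were size factors by the median of ratios, upper-quartile scaling, 2 other low-count filters, DESeq2 1.42.0, limma-voom, a fit of the 2 compared groups only, the replicate number as a block, thinning of each NK library to the smallest total, a 2-fold minimum, other set tests, other detection limits and each library left out in turn. After the data were seen, 4 kinds of alternative were added, besides leaving out tumour libraries for the genes shared by the tumour contrasts. The first was an offset per library fitted by loess on the GC content of the last 1000 bases of a gene's transcript and on transcript length. The second was a block, among the spleen libraries, for a split of those libraries that follows GC content. The third was the tumour contrast against each side of that split. The last was the replicate block with tumour replicates 3 and 4 exchanged.

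The steps were tested on simulated counts drawn from the real libraries' means and totals, with 200 genes changed. In the comparison of tumour NK with tumour-bearing spleen NK, over 8278 genes, edgeR recovered 77% of the changed genes, 95% of those changed 4-fold and 59% of those changed 2-fold, with 7.23% of its calls on unchanged genes. For tumour NK against healthy spleen NK, over 8298 genes, it recovered 71% with 3.4% false calls, and for the 2 spleen groups, over 8297 genes, 77.5% with 4.32%. With a GC trend added to the first comparison, over 8380 genes, edgeR recovered 26% and the fit with the offset 76.5%. That trend alternated in sign from library to library within each group. It therefore does not test the offset where a GC trend follows the groups. In 20 simulations of the panel test over 8471 genes, 11 of 180 unchanged panels and 20 of 20 changed ones had an unadjusted p under 0.05. Those panels were random genes with counts drawn independently. They therefore do not test the preset correlation for panels whose genes vary together.

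Some genes share sequence with near-identical copies or lie in families whose members the unstated counting may have split or merged. Values of class I MHC genes, Klra receptors, Raet1 and H60 ligands, granzymes, Ccl3 and Ccl4, Hspa1a and Hspa1b, Gapdh and Rps2 are uncertain for that reason, and BALB/c mice carry other alleles at several of these loci than the reference strain. No strand information was stated, so overlapping genes are uncertain as well. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.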

Results

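Bulk 3' RNA counts were available for NK cells sorted from 3 healthy spleens, 4 spleens of tumour-bearing mice and 4 tumours, and for 3 libraries of sCAFs sorted from tumours. The series states that the spleens serve as controls for the transcriptional state of NK cells inside 4T1 tumours, and that the sCAFs were sequenced to find genes that may affect how NK cells move to and stay in stromal areas. The total count was 559688, 1775355 and 1210219 in healthy spleen NK replicates 1 to 3. It was 1287123, 1683905, 1966963 and 1432927 in tumour-bearing spleen NK replicates 1 to 4, and 1314824, 712439, 1838769 and 1148135 in tumour NK replicates 1 to 4. The sCAF libraries had totals of 2230475, 1318067 and 1331861. These totals cover listed genes only. Ribosomal protein genes took between 10.7% and 17.22% of the counts of an NK library.

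Replicates of a group correlated across genes with r between 0.949 and 0.975 in tumour-bearing spleens, 0.923 and 0.971 in healthy spleens, 0.951 and 0.970 in tumours and 0.955 and 0.973 in sCAFs (log2 CPM, where genes are not independent replicates). The first principal component of the NK libraries held 56.4% of the variance and parted the 4 tumour libraries from all 7 spleen libraries. The second held 15.3% and split the spleen libraries across their groups. Replicates 1 and 2 of the tumour-bearing spleens and replicate 1 of the healthy spleens lay at 12.55 or above on it, and the other 4 spleen libraries at or below −6.28.

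**Figure D1:**
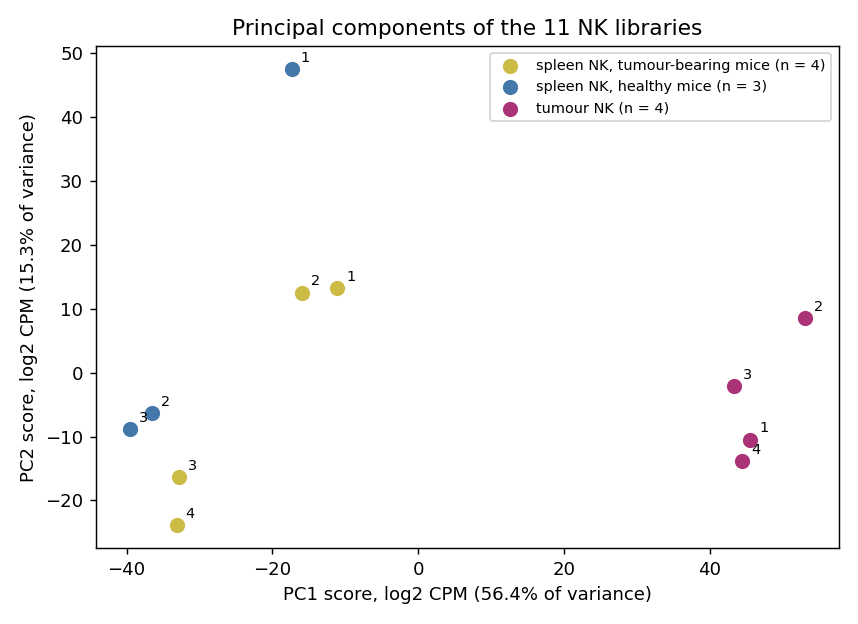
First and second principal component of log2 CPM (axes in component units, with the percent of variance held) for the 11 NK libraries, each point a library coloured by group with its replicate number beside it. The 4 tumour libraries lie between 43.39 and 53.05 on the first component and the 7 spleen libraries between −39.6 and −11.13, while the second component splits the spleen libraries across their groups.

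This split of the spleen libraries followed GC content. Across 2806 genes, the difference between the sides was shared by both spleen groups (r of 0.725 across genes) and fell with the GC content of the transcript end (Spearman rho of −0.681 in tumour-bearing and −0.447 in healthy spleens). With the group in the model, 1944 genes were called between the sides, and 1053 with the GC and length offset. The labels give no batch that matches it. It crosses both spleen groups, so comparisons of the spleens could be computed with it as a block. In GC content the tumour libraries resembled replicates 1 and 2 of the tumour-bearing spleens and replicate 1 of the healthy spleens. Their deviations from the mean of all libraries correlated with GC content at rho between −0.379 and −0.0829, where these 3 spleen libraries had −0.269 to −0.166 and the other 4 had 0.252 to 0.573. On the second principal component tumour replicates 1, 3 and 4 lay nearer the other side, at −10.49, −2.15 and −13.86. Tumour replicate 2 lay at 8.504. All 4 tumour libraries come from another tissue, so the resemblance in GC content does not settle whether they belong to the side of these 3 spleen libraries.

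The comparison of tumour NK with spleen NK of tumour-bearing mice asks how NK cells in the tumour differ from NK cells elsewhere in mice with the same disease. Of 8471 genes tested, 1338 were higher and 1115 lower in tumour NK (29% of genes, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). At an unadjusted p under 0.05 there were 3335 genes, where 424 would be expected with no difference. Of all genes tested, 2517 (29.7%) had groups that did not overlap in CPM, a separation that chance gives 2.86% of genes. A 2-fold minimum moved these counts most, to 676 higher and 345 lower. The balance of the calls depended on scaling. The share of higher genes among the calls was 54.5% under TMM and 41.6% under upper-quartile scaling, with 1091 higher and 1530 lower. With the GC and length offset it was 45.9%, with 1298 higher and 1530 lower. Against spleen replicates 1 and 2 alone, the side that the tumour libraries resembled in GC content, 1021 genes were higher and 624 lower, and against replicates 3 and 4 alone 1659 were higher and 1281 lower. On both sides of the split, 1346 of the called genes (54.9%) were called in the same direction.

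Krt83 had the largest rise among the genes named by the rule. Its log2 fold change was 6.50 (SE 0.305, adjusted p 6.78e-11 in edgeR's quasi-likelihood test), from 3.01 ± 2.07 to 277.6 ± 20.6 CPM (mean ± SD, n = 4 in each group). Osgin1 rose by 6.50 (SE 0.461, adjusted p 8.41e-07) to 247.6 ± 51.8 CPM, and Maff by 6.01 (SE 0.355, adjusted p 3.39e-09) to 177.6 ± 53.5 CPM. Ifitm1 rose by 5.95 (SE 0.479, adjusted p 2.58e-06) to 178.7 ± 74.9 CPM. Gzmc, which encodes granzyme C, rose by 5.76 (SE 0.509, adjusted p 2.24e-05), from 14.6 ± 11.2 to 765.4 ± 168 CPM. For the first 4 of these genes the spleen mean was close to the 3-count limit of its libraries, so the sizes of their folds are imprecise. The fold of Gzmc is imprecise as well, and ran from 5.09 to 6.96 over its alternatives other than left-out libraries. Its spleen levels followed the split, at 29.73 and 16.19 CPM in replicates 1 and 2 and 4.632 and 7.956 in replicates 3 and 4. In the other direction G0s2 changed by −3.13 (SE 0.217, adjusted p 2.2e-09), from 91.07 ± 12.7 to 10.98 ± 3.51 CPM. S1pr5, a sphingosine-1-phosphate receptor used by NK cells to leave tissues, changed by −3.09 (SE 0.166, adjusted p 6.48e-11), from 366.9 ± 61.8 to 43.6 ± 6.53 CPM. Rhpn1, Rnu12 and Top1mt changed by −2.89, −2.72 and −2.51, with adjusted p of 4.68e-06, 0.000639 and 3.61e-06. The fold of Rnu12 is imprecise too, since its tumour mean was 2.37 ± 2.28 CPM. All 10 kept their direction and their side of the threshold under every alternative tried.

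**Figure D2:**
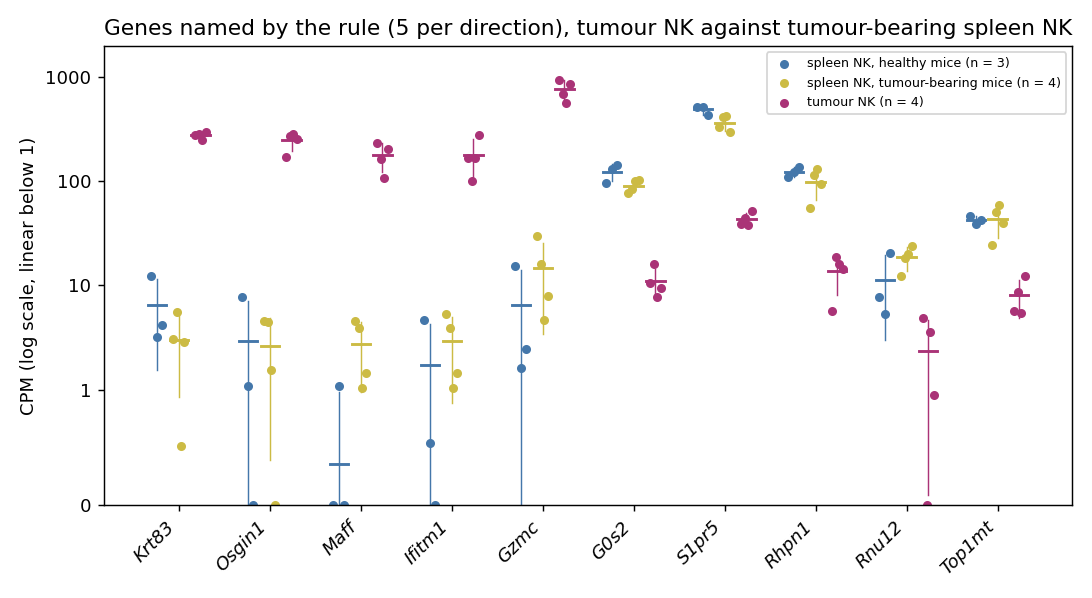
CPM on TMM effective library sizes (y axis, log scale, linear below 1) of the 5 higher and 5 lower genes named by the rule for tumour NK against tumour-bearing spleen NK (x axis), with a point per library of healthy spleen (n = 3), tumour-bearing spleen (n = 4) and tumour NK cells (n = 4), a line at each group's mean and a bar of ±1 SD drawn no lower than 0. Gzmc lies at 765.4 ± 168 CPM in tumour NK against 14.6 ± 11.2 in tumour-bearing spleens, and S1pr5 at 43.6 ± 6.53 against 366.9 ± 61.8.

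Panels differed between tumour and tumour-bearing spleen NK in 5 of 10 cases at a camera adjusted p under 0.05 (30 tests). The residency panel had a median log2 fold change of 2.70 (adjusted p 2.82e-12, 10 genes higher and 1 lower of 13 tested, or 12 and 1 adjusted over the list alone). Its largest rises were Tgif1 at 3.70 (adjusted p 4.43e-11) and Rgs1 at 3.46, with Cd69 at 2.97. Prdm1 fell by 1.12, and Itgae at 0.93 was not called over all genes (adjusted p 0.0861). The immediate early and heat shock panel had a median of 1.83 (adjusted p 5.48e-12, 15 genes higher and 1 lower of 19, the same counts when adjusted over the list alone). Fosb rose by 5.17 and Atf3 by 3.47, and Hsph1 fell by 1.19. Tumours were digested at 37 °C and spleens were not, so handling differs between these groups. All 17 tested interferon response genes were higher, over all genes and adjusted over the list alone, with a median of 1.56 (adjusted p 1.76e-11). They ranged from Stat2 at 0.45 to Rsad2, whose spleen mean of 1.12 CPM lies below the 3-count limit, so that no fold is given for it. Ifi44 rose by 3.58. The hypoxia and glycolysis panel had a median of 0.645 (adjusted p 0.000199, 6 of 14 higher and none lower, 7 adjusted over the list alone), led by Vegfa at 4.48 with 170.9 ± 26.1 CPM in tumour NK. These 4 panels passed under each alternative, fry and an estimated correlation included.

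The proliferation panel had a median of −0.377 (adjusted p 0.0442) with 1 gene higher and 4 lower of 16, also when adjusted over the list alone. It lost the threshold with an estimated correlation (adjusted p 0.325, in a range of 0.0151 to 0.325 over its alternatives other than left-out libraries) and in 6 of the 8 fits that left out a library. Stmn1 was at 2.33 ± 1.51 CPM in tumour NK, close to the 3-count limit, and 9.11 ± 4.49 in the spleens. Cdc20 fell by 1.04, and Pcna rose by 0.42. Stmn1 was not called against spleen replicates 1 and 2 alone. The other 5 panels did not pass and had members on both sides. Of 19 cytotoxic effector genes 7 were higher and 5 lower (6 lower adjusted over the list alone; median 0.174, adjusted p 0.305). Tnfsf10 rose by 2.42, Xcl1 by 1.75 and Gzmb by 0.91, whereas Prf1 fell by 0.85, Ccl3 by 1.29 and Gzmm by 1.31. Ifng was at 334.1 ± 31 CPM in tumour NK and 359.7 ± 87.5 in tumour-bearing spleens and was not called (log2 fold change −0.11, adjusted p 0.681 in edgeR's quasi-likelihood test). Among 14 homing and egress genes 3 were higher and 6 lower, over all genes and adjusted over the list alone (adjusted p 0.0656). Its median of −0.0753 and mean of 0.0315 differed in sign, and camera's direction was down. Ccr7 was at 44.1 ± 7.53 CPM in tumour NK and 2.10 ± 1.72 in the spleens, close to the 3-count limit, so that no fold is given for it. Cxcr4 rose by 3.05, while Cx3cr1 fell by 2.37, Itga4 by 1.29 and Klf2 by 1.16. Inhibitory receptors had 5 genes higher and 1 lower of 12 (median 0.331, adjusted p 0.137), with the same counts adjusted over the list alone. Ctla4 rose from 2.07 ± 2.37 to 104.1 ± 39.3 CPM and Tigit by 1.26, and Klrg1 fell by 1.62. Pdcd1 was at 16.6 ± 9.25 CPM in tumour NK and below the 3-count limit in the spleens. Maturation factors had a median of 0.434 (adjusted p 0.0538, 5 higher and 2 lower of 12, or 7 and 4 adjusted over the list alone), with Myb at 1.65 and Nfil3 at 1.62. Activating receptors had 2 genes higher and 3 lower of 17 (4 lower adjusted over the list alone; adjusted p 0.938), with a median of −0.0958 and a mean of 0.211. Icos rose by 4.42, Ncr1 fell by 0.69 and Cd160 by 1.27, and Cd160 lost its call without tumour replicate 2, tumour replicate 3 or spleen replicate 1, and against spleen replicates 3 and 4 alone. Under fry 4 further panels passed in this contrast, namely cytotoxic effectors, homing, inhibitory receptors and maturation factors.

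**Figure D3:**
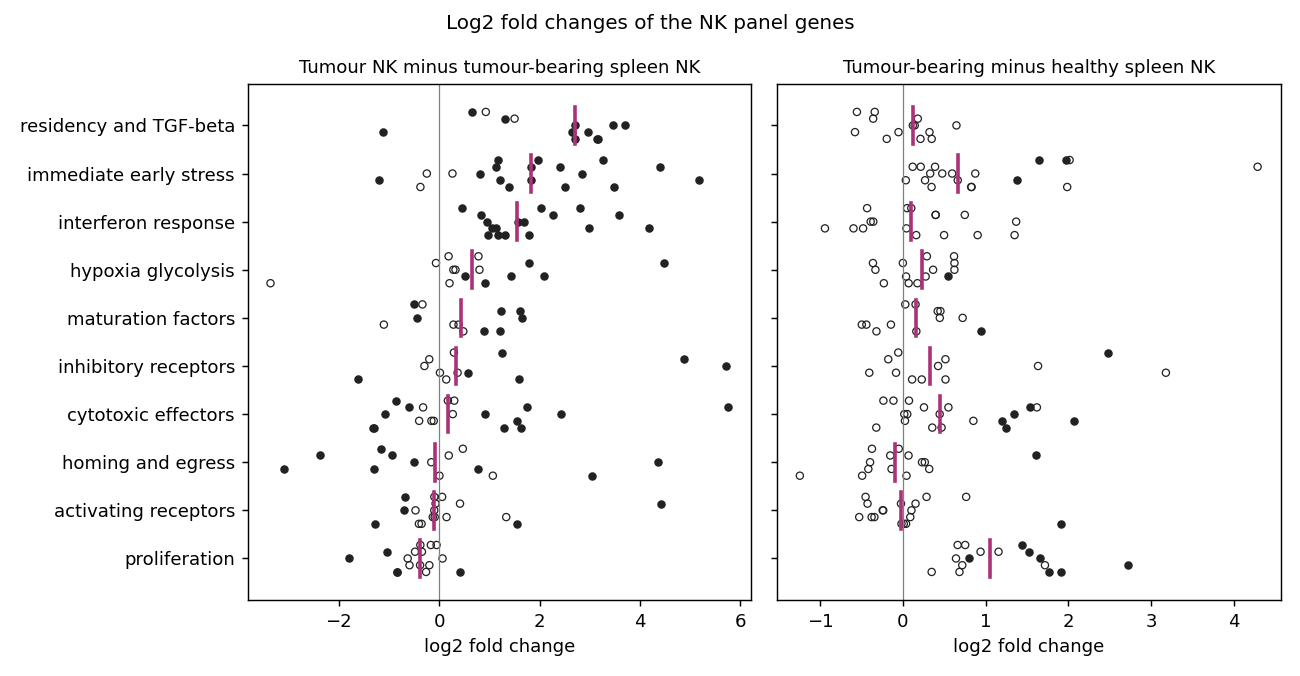
Log2 fold changes (x axis) of the tested genes of the 10 NK panels (rows) for tumour NK (n = 4) minus tumour-bearing spleen NK (n = 4) on the left and tumour-bearing minus healthy spleen NK (n = 3) on the right, each point a gene, filled where the adjusted p over all genes is under 0.05, with a purple bar at each panel's median. On the left the medians of the residency (2.70), immediate early (1.83), interferon (1.56) and hypoxia (0.645) panels lie highest, and on the right that of proliferation (1.05).

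Tumour NK against healthy spleen NK is the comparison with the control that had no tumour in the animal. It called 1399 genes higher and 1183 lower (30.5% of those tested, edgeR's quasi-likelihood test), with 3470 genes at an unadjusted p under 0.05, where 424 would be expected. Groups did not overlap in CPM for 2952 of all genes tested (34.8%), against 5.71% by chance. The largest change under an alternative was to 792 higher and 463 lower with a 2-fold minimum. Without healthy replicate 2 only 782 genes were lower, in place of 1183. Under upper-quartile scaling the share of higher genes among the calls was 42.4%, against 54.2% under TMM. With the GC and length offset it was 43.7%, at a shift of −0.106 in the median log2 fold change of all genes. The largest rises named by the rule were Gzmc at 7.38 (SE 0.698, adjusted p 3.52e-05), from 6.50 ± 7.73 CPM, and Plac8 at 6.08 (SE 0.519, adjusted p 8.61e-06), from 11.1 ± 12 to 595.9 ± 153 CPM. Krt83, Rgs16 and Lilr4b rose by 5.70, 5.69 and 5.52. Healthy means of these genes rest on few counts and the sizes of their folds are imprecise. Gzmc was at 8.53 without healthy replicate 1 and 6.70 without healthy replicate 2, Rgs16 at 6.53 and 4.86 without the same libraries, and Plac8 at 6.91 without healthy replicate 1. Denn2b changed by −4.60 (SE 0.414, adjusted p 2.01e-07), or −5.48 without tumour replicate 3, Cym by −3.64, G0s2 by −3.59, S1pr5 by −3.50 and Rhpn1 by −3.19. Camera called 8 panels. Medians were 2.85 for residency, 2.50 for immediate early genes, 2.05 for interferon response, 1.00 for hypoxia, 0.837 for proliferation, 0.577 for inhibitory receptors, 0.289 for cytotoxic effectors and 0.152 for maturation factors. Adjusted over the list alone, higher and lower genes numbered 10 and 1, 16 and 0, 17 and 0, 9 and 0, 10 and 0, 7 and 1, 9 and 3, and 5 and 1 in that order, where over all genes they numbered 9 and 1, 16 and 0, 16 and 0, 8 and 0, 9 and 0, 7 and 1, 9 and 3, and 5 and 1. Only the first 4 of these panels passed with an estimated correlation. Proliferation was lost without tumour replicate 3 and inhibitory receptors without healthy replicate 3. The median of cytotoxic effectors ran from 0.122 to 0.406 when each library was left out in turn. The median of the maturation panel was −0.16 with the GC and length offset, while the test still pointed up.

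The tumour contrasts called 1878 genes in the same direction, 1076 higher and 802 lower in tumour NK against both spleen groups, and 6 in opposite directions. That was 76.6% of the calls against tumour-bearing spleens. Their log2 fold changes correlated with r of 0.907 across genes, where unchanged simulated groups with shared tumour libraries gave a mean of 0.482, and 83.6% of genes had the same sign, against 66% in the simulations. The largest number of shared calls in 20 simulations was 1. The number of shared genes changed most with a 2-fold minimum, to 814.

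The comparison of both spleen groups measures what a tumour elsewhere in the body was associated with in splenic NK cells. It called 104 genes higher and 30 lower in tumour-bearing mice (1.58% of genes tested, edgeR's quasi-likelihood test), with 951 genes at an unadjusted p under 0.05, where 424 would be expected. Groups did not overlap in CPM for 1036 of all genes tested (12.2%), against 5.71% by chance. The split of the spleen libraries moved this result most. With the split as a block, chosen after it was seen, 443 genes were higher and 248 lower, in a fit of the spleen libraries only. They included all 134 of the genes called in the fit of all 11 libraries. The fit of the spleen libraries only, without the block, called 93 genes higher and 21 lower. Single libraries moved the result too. Without healthy replicate 2 there were 35 higher and 7 lower genes, and without healthy replicate 3 there were 59 and 8. Leaving out tumour-bearing spleen replicate 1 or 4 gave 18 and 16 lower genes. With the GC and length offset the share of higher genes among the calls was 67.7%, and with the block 64.1%. It was 77.6% in the fit of all 11 libraries and 81.6% in that of the spleen libraries only, without the block. One other split of these 7 libraries, the one by side, called 1078 genes.

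Spp1 rose by 2.87 (SE 0.441, adjusted p 0.00133 in edgeR's quasi-likelihood test), from 3.62 ± 1.08 (n = 3) to 26.0 ± 4.32 CPM (n = 4). Rgs16 rose by 2.82 (adjusted p 0.002), or 3.69 without healthy replicate 1 and 1.99 without healthy replicate 2, Egr3 by 2.69 (adjusted p 0.0052), Tigit by 2.48 (SE 0.333, adjusted p 0.00032) and Mxd3 by 2.27 (adjusted p 0.00488). For these higher genes the healthy means ran from 3.33 to 4.46 CPM, close to the 3-count limit of their libraries. The sizes of their folds are therefore imprecise. Denn2b changed by −2.97 (SE 0.327, adjusted p 6.11e-05), from 79.4 ± 7.2 to 9.96 ± 5 CPM. Gpr25, Tbxa2r, Cym and Slc25a23 changed by −2.12, −1.66, −1.35 and −1.35. Egr3, Mxd3, Tbxa2r and Slc25a23 lost their calls without healthy replicate 2. Over all alternatives they lost them 3, 2, 5 and 3 times, each also under an alternative that left out no library. The proliferation panel had a median of 1.05 (camera adjusted p 4.18e-23, 7 of 16 genes higher and none lower, 14 adjusted over the list alone), with Ube2c at 1.91, Mki67 at 1.52 and Top2a at 1.44. Cytotoxic effectors had a median of 0.445 (adjusted p 9.06e-14, 5 of 19 higher, 8 adjusted over the list alone). This median ran from 0.230 to 0.505 when each library was left out in turn. Ccl4 rose by 2.06, Xcl1 by 1.54, Gzmb by 1.34, Ccl3 by 1.24 and Ifng by 1.19. Immediate early genes had a median of 0.663 (adjusted p 2.82e-12, 3 of 19 higher, 9 adjusted over the list alone), with Egr1 at 1.97. Inhibitory receptors had a median of 0.327 (adjusted p 0.0225) with Tigit as the 1 gene called over all genes and 2 adjusted over the list alone. This last panel was lost under fry, under an estimated correlation, after thinning and without any of 3 libraries (tumour-bearing spleen replicate 1, healthy replicates 2 and 3). The other 3 held under fry and an estimated correlation. With the split as a block the same 4 panels passed, with medians of 1.09, 0.293, 0.470 and 0.119. The residency panel had a median of 0.121 and a mean of −0.00797, and the interferon panel a median of 0.102, with no gene of either called over all genes or adjusted over the list alone.

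Of the 104 genes higher in tumour-bearing spleens, 31 were higher again in tumour NK, 27 were lower there and 46 were not called between tumour and tumour-bearing spleen. Against healthy spleens 77 of them were higher in tumour NK. Across genes, the change from healthy to tumour-bearing spleen and the change from there to tumour correlated with r of 0.0953, where unchanged simulated groups, which share the tumour-bearing spleen libraries, gave −0.42. The simulated groups had no changed genes, so −0.42 is not the value to expect where many genes differ between tumour and spleen. The gap between the values therefore does not show that both changes go together.

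Shares of counts on marker lists of other cells were small in all NK libraries. They were higher in tumour NK than in tumour-bearing spleen NK for macrophage (0.0101% ± 0.010 against 0.00286% ± 0.000486, mean ± SD, n = 4), neutrophil (0.00842% against 0.000819%), carcinoma (0.00892% against 0.00277%) and dendritic genes (0.0674% against 0.0451%). They were lower for T cell (0.020% against 0.0308%) and NK identity genes (2.09% ± 0.141 against 2.96% ± 0.143). Each of these 6 lists had an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 libraries allow, and an adjusted p of 0.0333 over 7 lists. The macrophage difference rested largely on tumour replicate 3, and was 0.00728 percentage points with it and 0.00228 without it. Of the 13 carcinoma genes the NK table listed 3. Cdh1 rose from 1.18 to 39.1 CPM and Spint2 from 26.1 to 46.3, while Epcam was at 3.77 in tumour NK. On the dendritic list Itgax fell from 271 to 184 CPM and the other listed genes rose. These shares therefore do not show that RNA of carcinoma or dendritic cells was present. Gzma weighs most in the NK identity share, and was at 12300 CPM in tumour NK against 17600 in tumour-bearing spleens. Il2rb (1350 against 1130 CPM), Eomes (585 against 458) and Klri2 (103 against 76.9) were higher in tumour NK. The other genes of that list were lower. For fibroblast genes no difference was detectable (0.00254% against 0.00136%, exact permutation p 0.114). Single genes stood for 3 lists and were not tested. Their shares were 0.0156% against 0.00851% for Pecam1 (endothelial), 0.000242% against 0.000513% for Cd79b (B cell) and 0.0998% against 0.027% for Car2 (erythroid). In healthy spleens the shares were 0.003%, 0.000492%, 0.00211%, 0.0275%, 0.0301%, 3.12% and 0.00204% for the 7 tested lists in the order given, and 0.00632%, 0.000608% and 0.0206% for the single genes. NK identity genes took 0.000558% of the counts in sCAFs, where fibroblast genes took 0.541% ± 0.136 (n = 3).

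The sCAF libraries had no comparison group. They held epithelial transcripts at high levels, with Krt18 at 2515 ± 415 CPM and Krt8 at 760.1 ± 67.8 (mean ± SD, n = 3), where Col1a1 was at 67.2 ± 18.7. How much of their RNA came from carcinoma cells is not known, so each value below is a level in the library and not shown to be one of the fibroblasts. Their genes with the highest mean CPM were H2-D1 (9805 ± 1730, mean ± SD, n = 3), Fth1 (9451 ± 1370), Vim (9225 ± 245), Rplp1 (7246 ± 89.5), Lgals1 (6545 ± 1270), Rack1 (6416 ± 693), Rps12 (5902 ± 1150), Rps10 (5794 ± 674), Rpl4 (5445 ± 862) and Actb (5131 ± 2000). Of the 126 genes on the 5 sCAF lists the table listed 107, and 67 were detected at 10 CPM or more in all 3 libraries, or 43 at a limit of 50 CPM. Chemokine genes were detected in 12 of 25 listed cases. Cxcl1 reached 3280 ± 391 CPM, Ccl2 415 ± 230, Cx3cl1 286.5 ± 102, Cxcl10 197.4 ± 36 and Cxcl12 28.3 ± 17.8. Ligands of NK receptors were detected in 11 of 17 cases. Among them Pvr, a ligand of Tigit, Cd96 and Cd226, was at 172.8 ± 21.8 CPM, Nectin2 at 89.6 ± 25 and Cd274 at 32.1 ± 16.1. The Nkg2d ligands H60b and Raet1e were at means of 3.35 and 1.35 CPM. Of the adhesion list 6 of 15 genes were detected, with Fn1 at 3049 ± 596 CPM and Vcam1 at a mean of 145.6. The secreted regulators gave 18 of 25, with Spp1 at 4617 ± 995 CPM and Tgfb1 at 79.6 ± 3.93. Fibroblast markers gave 23 of 28. S100a4 was at 2085 ± 641 CPM and H2-Aa at 2035 ± 1240, with 3233, 2112 and 759.8 in replicates 1 to 3. Pdgfrb ran from 40.21 to 217 CPM. Pdpn, which the sort selected against, was at 2.06 ± 1.5 CPM, and Fap and Acta2 at means of 1.16 and 3.31.

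**Figure D4:**
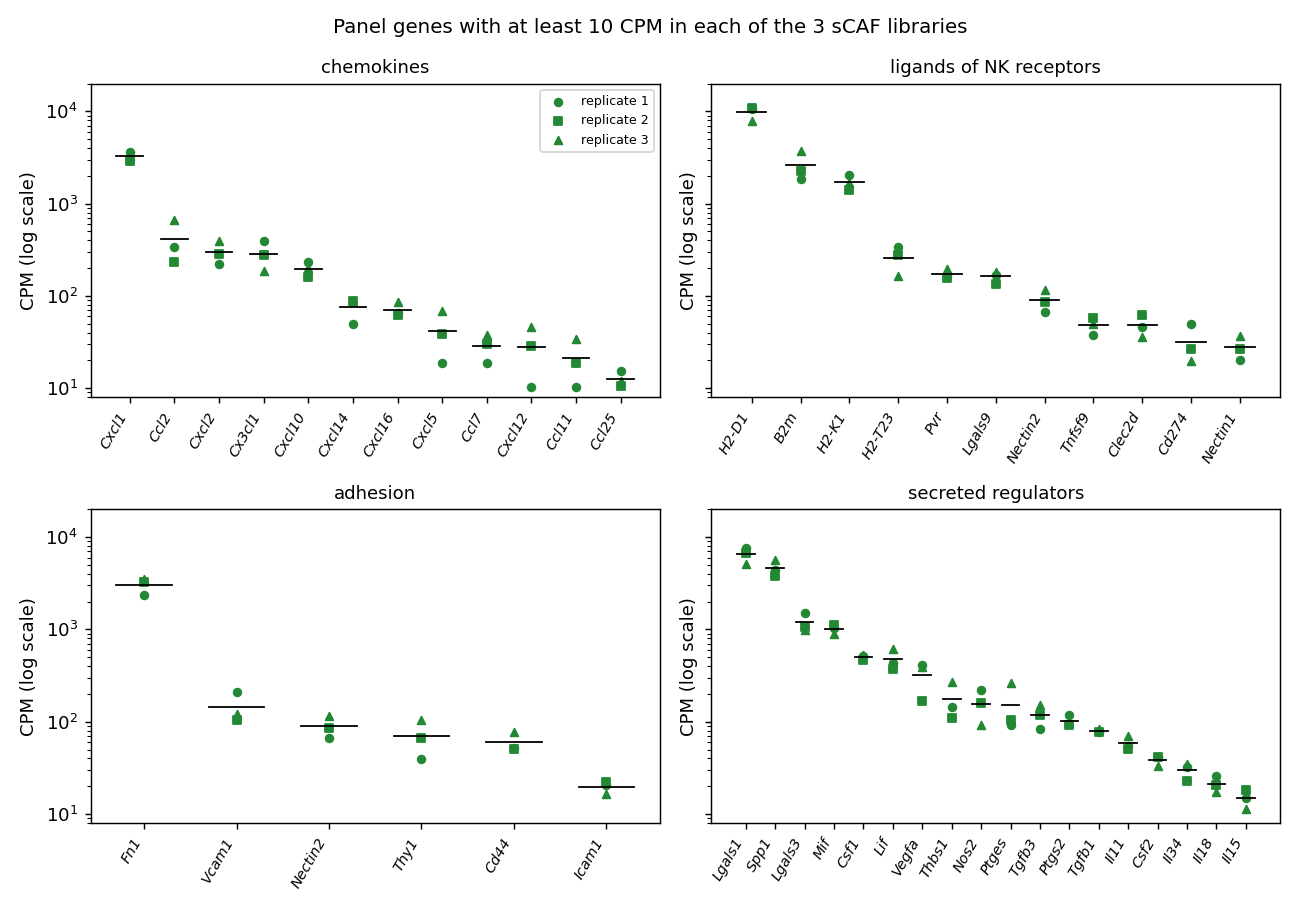
CPM on library totals (y axis, log scale) of the genes (x axis) with at least 10 CPM in all 3 sCAF libraries, for the lists of chemokines, ligands of NK receptors, adhesion molecules and secreted regulators, with a point per replicate and a line at the mean. Spp1 (4617 ± 995 CPM) and Cxcl1 (3280 ± 391) lie far above Cxcl12 (28.3 ± 17.8), in libraries that also held Krt18 at 2515 ± 415 CPM.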

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

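The tests of macrophage and neutrophil RNA were chosen only after the results were seen, and those of the gene Mxd3 beforehand. Libraries were screened within the groups of 4 for a value far from the other 3 (Dixon's ratio above its 95% critical value). The screen covered the named genes, the tested marker lists and the library totals. Of 60 groups screened 3 stood out, and chance alone gives about 3, so none of them is evidence by itself.

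In tumour NK replicate 3, genes of the macrophage list took 0.0251% of the counts (462 counts, exact 95% interval 0.0229% to 0.0275%), and in the other tumour libraries between 0.00462% and 0.00618%. The ratio was 0.924. Macrophage RNA in this library would raise the list's genes together, and 9 of the 10 genes in the table were highest in it. Apoe was at 95.2 CPM there, Lyz2 at 36.4, Cd68 at 23.9, C1qb at 21.8 and C1qa at 21.2, while Cd163 was at 0. Several of these genes were at or near 0 in the spleen libraries, but Cd68, Apoe and Cd163 were counted in each of them. The values are consistent with a small carry-over of macrophage RNA in this library, and a change in gene expression of the NK cells was not excluded. The replicates of a group have no design difference, so no biological explanation was tested. Without this library the tumour against tumour-bearing spleen comparison called 1171 genes higher and 1041 lower.

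In tumour NK replicate 2, genes of the neutrophil list took 0.0153% of the counts (109 counts, exact 95% interval 0.0126% to 0.0185%), and in the other tumour libraries between 0.00566% and 0.00702%. The ratio was 0.859. Of 5 listed genes, 3 were highest in this library, namely S100a9 at 108 CPM, S100a8 at 36.5 and Retnlg at 8.42, which are the abundant ones on the list. RNA of neutrophils may account for this. The other two genes, Mmp9 and Ngp, were at 0 in this library and near the counting limit elsewhere, so they decide nothing. No biological explanation was tested.

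Mxd3, which encodes a repressor of the Myc network, was at 11.4 CPM in tumour NK replicate 3 and between 4.35 and 4.92 CPM in the other tumour libraries, with a ratio of 0.919. The counts behind these values were 6, 3, 19 and 5 in replicates 1 to 4. An exact multinomial test of the 4 counts against equal CPM gave p of 0.141, so counting noise could have produced the spread. More dividing cells in this library could have done so as well, since 12 of 16 tested proliferation genes were also highest in it. Both remain open.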

How the results depend on the processing

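The GC and length offset, the block for the split of the spleen libraries, the fits against each side of that split, the exchange of tumour replicates 3 and 4 and, for the genes shared by the tumour contrasts, leaving out tumour libraries were chosen only after the results were seen. All other tests in this part were planned. No named gene and no panel past its threshold reversed under any alternative that was run, except that the median of the maturation panel against healthy spleens was −0.16 with the offset while its test still pointed up. Of 188 alternative counts 160 stayed within 1.5 times the value in the report. Of 440 alternative panel tests 397 kept their side of the threshold, 23 fell below it and 20 rose past it. Of 2032 alternative values for 99 changes of single genes 1972 stayed past it, and 60 did not. The genes concerned, mostly when a library was left out, were Cd160, Stmn1, Ube2c and Ikzf2 against tumour-bearing spleens, Cd160, Ccna2 and Rrm2 against healthy spleens, and Egr3, Mxd3, Birc5, Ccna2, Tbxa2r, Slc25a23 and Ldha between the spleens. All 63 alternative values of differences in marker list shares kept their direction, and those with a test kept its side of the threshold.

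The tumour contrasts changed little with the tool. DESeq2 called 1212 genes higher and 952 lower against tumour-bearing spleens and 1247 and 1019 against healthy spleens, and limma-voom 1414 and 1086, and 1484 and 1167. A 2-fold minimum left 676 higher and 345 lower against tumour-bearing spleens, 792 and 463 against healthy spleens, and 10 lower genes between the spleen groups, by its own construction. It left 814 genes shared by the tumour contrasts, and an adjusted p under 0.01 left 1145. Thinning each library to 559688 counts gave 778 lower genes against healthy spleens, and 65 higher and 19 lower genes between the spleens. It also tested fewer genes (6903 in place of 8471), so depth limits these counts and genes below the calls cannot be taken as unchanged.

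Against spleen replicates 1 and 2 alone, 624 genes were lower in tumour NK, and 1508 of the calls (61.5%) were made again. Against replicates 3 and 4 alone, with as few spleen libraries, 1281 genes were lower and 2163 of the calls (88.2%) were made again. Fewer libraries alone therefore do not account for the lower count. Between the spleens the block for the split gave 443 higher and 248 lower genes, since it removes a difference that crosses both groups. The fit of the same libraries without the block gave 93 and 21. The GC and length offset gave 71 lower genes there, and 48 together with the replicate block.

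The labels do not say that replicate numbers pair the libraries, and not all pairs with the same number deviated together. Deviations of libraries with the same number correlated across genes between −0.0471 and 0.288 for tumours and tumour-bearing spleens, between −0.353 and 0.501 for both spleen groups, and between −0.195 and 0.0445 for tumours and healthy spleens. For tumours and tumour-bearing spleens the highest value of libraries with different numbers was 0.158, so pairing of some of these libraries stays uncertain. With the replicate block over all 11 libraries there were 1451 higher and 1175 lower genes against tumour-bearing spleens, 1469 and 1179 against healthy spleens, and 97 and 18 between the spleens. With the block and only the 2 compared groups, the counts against healthy spleens were 878 and 619, against tumour-bearing spleens 1499 and 1321, and between the spleens 130 and 37. With the block and tumour replicates 3 and 4 exchanged, 1437 genes were higher and 1189 lower against tumour-bearing spleens.

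Leaving out each library in turn gave between 1055 and 1258 higher and 814 and 1251 lower genes against tumour-bearing spleens, and between 1056 and 1565 higher and 782 and 1406 lower against healthy spleens. Between the spleens it gave between 35 and 100 higher and 7 and 25 lower genes, with the lowest values without healthy replicate 2. Without healthy replicate 3 there were 59 and 8, and without tumour-bearing spleen replicates 1 and 4 there were 18 and 16 lower genes. Without healthy replicate 1, which also leaves a group of 2, there were 100 and 25, so fewer samples alone do not account for the lower counts. The healthy pairs left without replicate 2 or 3 held a library from each side of the spleen split. Without healthy replicate 1 the counts against tumours were the highest of these. That library had the smallest total, and was also the only healthy one on the side that the tumour libraries resembled in GC content. Which of these features raised the counts was not tested. Without each tumour library in turn, the shared genes of the tumour contrasts numbered between 1518 and 1703.

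Among the panel tests, fry passed 9 panels against tumour-bearing spleens in place of 5, and an estimated correlation passed 4 against healthy spleens in place of 8. Fry tests a list by itself and not against other genes, and an estimated correlation widens the test, so both changes follow from the construction. The residency, interferon, hypoxia and immediate early panels passed in both tumour contrasts, and the proliferation, cytotoxic and immediate early panels between the spleens, under every alternative run. Their adjusted p (camera or fry) was far weaker under some alternatives. For proliferation between the spleens it reached 0.0101, against 4.18e-23 in the main camera test, and for residency against healthy spleens 0.0281. Against healthy spleens the cytotoxic, inhibitory, maturation and proliferation calls were lost with an estimated correlation (adjusted p of 0.0543, 0.207, 0.141 and 0.325, the highest over their alternatives). Inhibitory receptors and maturation factors were also lost there after thinning, and inhibitory receptors with the offset. Proliferation against tumour-bearing spleens was lost after thinning too (adjusted p 0.128). The homing panel passed in both tumour contrasts with the offset, with a filter of 1 CPM in 3 libraries and under fry, and without tumour-bearing spleen replicate 4 or healthy replicate 3 in the contrast concerned. The maturation panel passed against tumour-bearing spleens with that filter and under fry, and between the spleens with both of these, with the offset and without healthy replicate 1 or tumour-bearing spleen replicate 3. The hypoxia panel passed between the spleens with that filter, under fry and without healthy replicate 2. The cause of these was not tested. The detected genes of the sCAF lists numbered 67 on TMM sizes as well, 90 at a limit of 1 CPM and 43 at 50 CPM, and between 68 and 71 without a library, where fewer libraries must pass.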

Other observations

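In this part the tests of depth, of reads shared with pseudogenes and of other splits of the libraries without a block were planned before their results were seen. The tests chosen only after the result was seen are those of GC content, of the split as a cause of the tumour contrast, of other splits within the split of the spleen libraries, of sCAF RNA, of digestion and of the MHC class II and keratin genes in sCAFs.

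Other groupings of the libraries were refitted for each contrast. Of the 35 splits of the 8 tumour and tumour-bearing spleen libraries into groups of 4, only the real one (1 of 35) gave as many called genes, and the highest count in another was 0. Of the 35 splits of the tumour and healthy spleen libraries, the real one (1 of 35) again called the most, and another reached 97. Between the spleens 2 of 35 splits gave at least as many as the real 134, the other being the split seen on the second principal component with 1078, so a grouping unrelated to the tumour gave a larger result. Within that split only 18 regroupings exist. The real one (1 of 18) called 691 genes and the highest other 33, but 18 regroupings cannot give a share under 0.05, so the blocked difference cannot be told apart from a chance assignment by this test.

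A candidate explanation for the spleen split is GC bias in library preparation, since genes with transcript ends under 40% GC differed by a median of 0.37 (log2) between the sides and genes over 60% by −0.33. As the whole cause it is argued against by 1053 genes still called between the sides with the offset, of 1944 without it. A difference between library batches that the labels do not give may add to it, and this stays open.

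Several technical explanations were weighed for the contrast of tumour NK with tumour-bearing spleen NK. Library depth as the cause is argued against by thinning, after which 62.5% of the called genes were called again in the same direction. The fold changes fell with GC content (Spearman rho of −0.336 over 8153 genes, 96.2% of those tested), and genes called higher had a median GC content of 44.6% against 51.5% for genes called lower. GC content and length are argued against as the cause of most calls, since 91% were called again in the same direction with the offset, which brought rho to −0.0541. Against spleen replicates 1 and 2 rho was −0.0358 and against replicates 3 and 4 it was −0.438, so the trend depended on the side compared. The split among the spleen libraries is argued against as the whole cause, since 54.9% of the calls were made in the same direction against each side. The tumour libraries resembled replicates 1 and 2 in GC content (rho of −0.379 to −0.0829, against −0.269 and −0.166 in these replicates and 0.486 and 0.573 in the others), and against that side 61.5% of the calls were made again. The remaining calls may owe part of their size to it, and tissue, digestion and time of library preparation differ with the groups or are unstated.

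RNA of sCAF cells carried into the tumour NK libraries would raise each gene in proportion to its level in sCAFs. From 10 abundant sCAF genes that NK cells hold at low levels, the median share was 1.86%, and the highest, from Ifitm3, was 9.95%. Even that highest share covers the rise of only 6.87% of the 1237 genes higher in tumour NK and listed in both tables (85 genes), and a further 101 genes were not listed for sCAFs. This argues against sCAF RNA as the source of most of the rises. Atf3, for which sCAFs had 2096 CPM, is among the 10, and was at 48.7 CPM in tumour NK and 4.56 in tumour-bearing spleens. Igfbp4 and Id3 had more in sCAFs, at 2809 and 2243 CPM, but were at only 21.2 and 7.17 in tumour NK. The share from Id3, 0.0731%, was the lowest. Carry-over in proportion could thus account for at most a small part of the rise of Atf3.

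The immediate early and heat shock panel was higher in tumour NK, with 15 genes called. Tumours were digested at 37 °C and spleens were not, so digestion cannot be told apart from the tumour environment for these 15 genes, because the handling follows the groups. The same panel was also higher in tumour-bearing than in healthy spleens, by a median of 0.663. Neither spleen group was digested, so digestion is argued against as the source of that difference, and the spleens differ by the presence of a tumour, a cause left untested.

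The sCAF libraries held MHC class II transcripts, with means of 2035 ± 1240 CPM for H2-Aa, 1166 ± 623 for Cd74 and 862.9 ± 533 for H2-Ab1 (n = 3). Macrophages would bring their own abundant genes along. The highest mean of a macrophage list gene was 100.3 CPM for Apoe, and Lyz2 was at 17.5 and C1qa at 14.6, which argues against macrophage RNA as the source. The dendritic list shares the class II genes themselves and was not used to decide. Expression by the sorted fibroblasts stays a hypothesis, RNA of carcinoma cells was not tested for these genes, and 3233, 2112 and 759.8 CPM of H2-Aa in replicates 1 to 3 show that the level varied between libraries.

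Keratins were abundant in the same libraries, with Krt18 at 2515 ± 415 CPM, Krt8 at 760.1 ± 67.8 and Krt7 at 283.2 ± 112, although the sort excluded EPCAM-positive and GFP-positive cells. RNA of carcinoma cells is a candidate source. On the carcinoma list 6 of 13 genes reached 10 CPM in all 3 libraries, while Epcam was at 19.3 ± 11.7, Cdh1 at 22.5 ± 16.2 and Krt5 at 0. No library of carcinoma cells was sequenced here, so RNA of carcinoma cells cannot be told apart from keratin expression by the sorted cells. The doubt extends to the other levels reported for sCAFs.

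Gapdh and Rps2 were counted in every library but reached high counts in some only. Gapdh had 985 counts in tumour-bearing spleen replicate 3, 815 in healthy replicate 2 and 603 in sCAF replicate 1, and between 1 and 30 in the other NK libraries. Rps2 had 609 counts in tumour-bearing spleen replicate 1, 1031 in healthy replicate 3, 1423 and 887 in tumour replicates 3 and 4 and 3093 in sCAF replicate 3, and at most 46 in the other NK libraries. They were picked after their values were seen, with Hax1 and Uqcrb as the other two genes whose replicates lay at least 8-fold apart in several groups. Uqcrb followed the spleen split. It had 199, 186 and 84 counts on the side of tumour-bearing replicates 1 and 2 and healthy replicate 1, and 21, 15, 16 and 8 on the other, while the tumour libraries had 176, 77, 252 and 92, near the first side. Both have many near-identical pseudogenes. Of the 50-base words in the last 1000 bases of their transcripts, 95.5% for Gapdh and 78.3% for Rps2 also occur in other genes, where 500 other genes had a median of 0 and a 95th percentile of 27.7%. For Hax1 and Uqcrb the shares were 62.1% and 43.2%. Reads shared with pseudogenes, handled differently from library to library, may explain the counts of Gapdh and Rps2, so neither is usable as a measure of glycolysis or translation here. Gapdh is a member of the hypoxia and glycolysis panel, where it was not called.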
